# N-acetylaspartate catabolism determines cytosolic acetyl-CoA levels and histone acetylation in brown adipocytes

**DOI:** 10.1038/srep23723

**Published:** 2016-04-05

**Authors:** A. Prokesch, H. J. Pelzmann, A. R. Pessentheiner, K. Huber, C. T. Madreiter-Sokolowski, A. Drougard, M. Schittmayer, D. Kolb, C. Magnes, G. Trausinger, W. F. Graier, R. Birner-Gruenberger, J. A. Pospisilik, J. G. Bogner-Strauss

## Abstract

Histone acetylation depends on the abundance of nucleo-cytoplasmic acetyl-CoA. Here, we present a novel route for cytoplasmic acetyl-CoA production in brown adipocytes. N-acetylaspartate (NAA) is a highly abundant brain metabolite catabolized by aspartoacylase yielding aspartate and acetate. The latter can be further used for acetyl-CoA production. Prior to this work, the presence of NAA has not been described in adipocytes. Here, we show that accumulation of NAA decreases the brown adipocyte phenotype. We increased intracellular NAA concentrations in brown adipocytes via media supplementation or knock-down of aspartoacylase and measured reduced lipolysis, thermogenic gene expression, and oxygen consumption. Combinations of approaches to increase intracellular NAA levels showed additive effects on lipolysis and gene repression, nearly abolishing the expression of Ucp1, Cidea, Prdm16, and Ppara. Transcriptome analyses of aspartoacylase knock-down cells indicate deficiencies in acetyl-CoA and lipid metabolism. Concordantly, cytoplasmic acetyl-CoA levels and global histone H3 acetylation were decreased. Further, activating histone marks (H3K27ac and H3K9ac) in promoters/enhancers of brown marker genes showed reduced acetylation status. Taken together, we present a novel route for cytoplasmic acetyl-CoA production in brown adipocytes. Thereby, we mechanistically connect the NAA pathway to the epigenomic regulation of gene expression, modulating the phenotype of brown adipocytes.

In contrast to white adipocytes that store energy as triglycerides in uni-locular lipid droplets, brown adipocytes exhibit multi-locular lipid droplets, are rich in mitochondria, and evolved to dissipate energy as heat in endothermal, placental animals^1^,^2^,^3^. Mechanistically, energy dissipation is achieved by its most prominent molecular marker, uncoupling protein-1 (Ucp1)^4^. Located in the inner mitochondrial membrane, Ucp1 diminishes the proton gradient built up by the electron transport chain thereby uncoupling cellular respiration from ATP synthesis. The discovery of functional brown adipose tissue (BAT) in adult humans^5^,^6^,^7^,^8^,^9^ opened the possibility that activation of BAT and “browning” of white adipose tissue could serve as therapeutic measure to control the obesity epidemic^10^. The classical activators of thermogenic, energy-dissipating activity in BAT are cold, catecholamines and thyroid hormone, all of which have severe limitations in clinical practice and/or serious side effects^11^. Hence, there is an ongoing search for alternative compounds and strategies that effectively and specifically activate BAT.

N-acetylaspartate (NAA) is the second most abundant metabolite in brain with concentrations ~10 mM^12^. In neurons, aspartate N-acetyltransferase (Asp-NAT, encoded by the gene Nat8l) produces NAA from acetyl-CoA and aspartate. NAA is then transported to oligodendrocytes where it is enzymatically cleaved by aspartoacylase (Aspa) to yield aspartate and acetate^13^. Subsequently, acetate is incorporated into acetyl-CoA^14^, which is a general energy metabolite and second messenger^15^, and acts as a precursor for lipid synthesis (i.e. myelination in brain^14^). The importance of an intact NAA pathway is apparent as deleterious mutations in the human ASPA gene lead to Canavan disease, a fatal neurological disorder caused by a myelination defect in the central nervous system^16^,^17^. This shows that the amount of NAA in brain is strictly regulated and imbalances of brain NAA impact development and behaviour in man and mice^12^,^18^,^19^,^20^,^21^. Patients with Canavan disease have highly increased brain NAA levels and show an excessive urinary NAA excretion^18^. Apart from Canavan disease, there is increasing evidence for a pivotal role of NAA in peripheral tissues and metabolic disorders^22^,^23^,^24^. We recently showed that expression of Nat8l is significantly reduced in white and brown adipose tissue of obese (ob/ob) mice, while it is unchanged in brain^25^. Additionally, urinary NAA levels are diminished in ob/ob mice^26^. Further, Nat8l expression is significantly decreased in subcutaneous fat of insulin-resistant obese humans when compared to insulin-sensitive obese humans^27^. On the contrary, urinary NAA levels increase upon aging in diabetic Zucker rats and are elevated in human diabetic patients with a body mass index between 25 and 40^28^. Notably, NAA is also available from exogenous sources as it is present in a variety of foods^29^. Studies with rats exhibited that dietary-supplemented NAA is bioavailable^30^, but neither evokes systemic toxicity nor adverse effects on the CNS^30^,^31^ as NAA does not cross the blood brain barrier^30^,^32^. Together, these data suggest a prominent physiological role of NAA also in peripheral tissues.

Our previous data showed that constitutive overexpression of Nat8l in immortalized brown adipocytes (iBACs) leads to increased lipid turnover, brown marker gene expression, mitochondrial biogenesis, and ultimately, mitochondrial respiration^25^. Additionally, stable overexpression of Nat8l in iBACs increased Aspa expression. These data led to the hypothesis that increased flux through the NAA pathway provides cytoplasmic acetyl-CoA. In this study we focused on the effects downstream of Nat8l. We increased intracellular NAA levels in brown adipocytes through either exogenous NAA treatment or stable knock-down of Aspa, all leading to reduced FFA release and brown marker gene expression. Mechanistically, we show that the observed transcriptional repression, resulting from elevated NAA levels after Aspa-knock-down, is accompanied by decreased cytoplasmic acetyl-CoA levels and histone lysine acetylation. In summary, our work connects the NAA pathway to the regulation of the brown adipocyte transcriptome and with that its phenotype.

## Results

### NAA treatment of iBACs reduces the brown adipocyte phenotype

Recently, we showed that increased expression of Nat8l and Aspa enhances the phenotype of brown adipocytes^25^. We speculated that this might be due to increasing the flux through the NAA pathway. Here we tested the effects of exogenous NAA treatment. Since NAA transporters known to be expressed in brain (Slc13a1, Slc13a2, Slc13a3) are not detectable at the mRNA level in iBACs (data not shown), we first investigated if exogenously supplemented NAA enters these cells. Therefore, iBACs were differentiated in the absence or presence of 10 mM NAA-supplemented culture media. Using HPLC-MS/MS we showed a ~100-fold increase of intracellular NAA concentrations in iBACs differentiated with NAA (Fig. 1a). Next we treated differentiating iBACs with increasing concentrations (0, 1, 5, 10 mM) of NAA and evaluated the effect on brown adipocyte marker and key thermogenic gene expression in mature iBACs. Ppara, Pgc1a, Ucp1, and Atgl mRNA expression was already markedly reduced in the presence of 1mM NAA (Fig. 1b). As lipid droplet-derived FFAs serve as ligands for Ppara^33^ and as activators for Ucp1^34^, lipolysis is vital for brown adipocyte function^35^. Consistent with reduced brown marker gene expression, treatment of iBACs with NAA led to reduced lipolysis as shown by markedly reduced FFA (Fig. 1c) and glycerol release (Fig. 1d) into the medium. A prominent functional indicator of brown adipocyte activity is the degree of cellular respiration. Treatment of iBACs with 10 mM NAA reduced basal oxygen consumption rate (Fig. 1e). Together, decreased thermogenic gene expression, lipolysis, and oxygen consumption argue for a reduction of the brown phenotype in iBACs mediated by NAA supplementation.

### Aspa is highly expressed in brown adipocytes and silencing of Aspa leads to NAA accumulation and reduced brown adipocyte phenotype

Aspa is described as the sole NAA-cleaving enzyme highly expressed in oligodendrocytes^36^. We show that Aspa is expressed in brown and white adipose tissue, and liver at levels comparable to whole brain lysates (Fig. 2a). Further, Aspa mRNA levels are induced in brown adipose tissue of cold-exposed mice (Fig. 2b) and strongly increase during differentiation of primary brown adipocytes (Fig. 2c) and iBACs (Fig. 2d). Aspa protein is located in the cytoplasm of fully differentiated iBACs and brown adipose tissue from mice (Fig. 2e), shown by western blot analysis after fractionation. To test whether forced reduction of Aspa expression leads to effects comparable to NAA treatment, we used a lentiviral shRNA-based approach to stably knock-down Aspa in iBACs. This strategy reduced Aspa mRNA and protein levels in differentiated iBACs by 80% (Fig. 3a) accompanied by a significant reduction of Aspa activity in knock-down cells (Fig. 3b). In accordance to the reported role of Aspa in brain as the sole NAA-catabolizing enzyme, NAA levels accumulated in Aspa knock-down iBACs compared to controls (Fig. 3c). Adipocyte differentiation capacity of iBACs was largely unaltered by Aspa knock-down, as shown by similar triglyceride accumulation (Fig. 3d). Indicative of attenuated brown adipocyte function, and possibly due to decreased number of mitochondria (Fig. 3f,h), basal oxygen consumption rate was reduced in Aspa knock-down cells (Fig. 3e). Additional analysis of electron micrographs showed overall smaller lipid droplets in Aspa knock-down cells (Fig. 3f,g).

### Knock-down of Aspa and concurrent NAA treatment reduce the brown phenotype of iBACs in an additive manner

Next, we differentiated Aspa knock-down cells with and without 10 mM NAA-supplemented to media. Intracellular NAA accumulates after Aspa knock-down or NAA treatment (Fig. 4a), and NAA levels show an additional significant increase after NAA supplementation to Aspa knock-down cells (Fig. 4a, black bar). Expression of members of the NAA pathway such as Nat8l, Aspa and acetyl-CoA synthase short-chain family member 1 and 2 (Acss1, Acss2) was reduced in individual treatments with the strongest repression upon combined treatment (see Fig. 4b for mRNA expression and 4e for Aspa protein expression). The same pattern was observed for Atgl (Fig. 4b) with a concomitant decrease in FFA release (Fig. 4c). In particular, NAA treatment of Aspaknock-down cells decreased the expression of brown/thermogenic marker genes Ppara, Pgc1a, Prdm16, Cidea, and Ucp1 to 10–40% of levels in untreated controls (black bars in Fig. 4d). Most importantly, Ucp1 protein abundance is strongly reduced after individual treatments and nearly abolished upon the combination of both (Fig. 4f). Together, additive repression of all measured transcripts was observed when exogenous NAA treatment and Aspa knock-down were combined (Fig. 4b,d), arguing for acting through a common pathway.

### Aspa knock-down leads to transcriptional repression via decreased cytoplasmic acetyl-CoA levels and reduction in histone lysine acetylation

Reduced mRNA levels of the measured transcripts following Aspa knock-down (Fig. 4b,d) suggests predominant transcriptional repression upon blockage of NAA catabolism. Indeed, comparison of genome-wide expression profiles from Aspa knock-down and control cells using microarrays showed a higher number of genes downregulated by Aspa knock-down (252 genes significantly down vs. 158 significantly up after Benjamini-Hochberg correction). 

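The arrays were made from immortalized brown adipogenic cells (iBACs), a mouse line that was differentiated into brown adipocytes and harvested on day 7. Cells with a stable lentiviral knock-down of Aspa (siAspa) and cells with a non-targeting control construct (ntc) gave 3 arrays each. For every array, 200 ng of total RNA was hybridized to the Affymetrix Mouse Gene 2.0 ST platform. The authors normalized the raw data by RMA, which corrects the background, makes the distributions of the arrays equal and summarizes the probes of each set as 1 log2 value. The medians of the 6 arrays lay between 5.78 and 5.85 on the log2 scale. An annotation table paired 23521 of the probe sets with a single gene, 1814 with several genes and left 16010 unnamed. No gene was named from the last 2 groups. A linear model with moderated variances (limma) compared siAspa with ntc for each probe set. As in the paper's methods, the test was moderated, with Benjamini-Hochberg correction and a corrected p under 0.05. The paper does not state which rows entered the fit and the correction, and all rows were used here. Where a gene had several probe sets, the 1 with the highest mean signal stood for it. Gene groups were tested with camera, which asks whether the genes of a list moved relative to all other genes, and with Fisher's exact test among the called genes. The number of arrays limits the precision, and the values carry no detection call, so that a dim probe set cannot be told from background. The submitters describe the 3 replicates of each group as separate passages of the cells, and the p-values measure the spread between these arrays only. The paper's methods give a single clone number for the knock-down construct. The loss of Aspa therefore cannot be told apart here from any other difference between the knock-down and the control cells.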

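Aspa, the targeted gene, was lower on every siAspa array than on any control array. Its signal was 8.82 ± 0.24 (SD, n = 3 arrays) in control cells and 7.14 ± 0.26 (SD, n = 3) in Aspa knock-down cells on the log2 scale, a 3.20-fold reduction (log2 fold change -1.68, standard error 0.17, adjusted p = 0.034 from limma). The individual siAspa arrays held 28.7%, 27.6% and 38.4% of the mean control signal of Aspa. Across all probe sets, 30 were lower and 48 were higher in Aspa knock-down cells at an adjusted p under 0.05. With 1 probe set per gene these were 22 lowered and 42 raised genes. Among the lowered genes, Ces1f, a carboxylesterase, went from 6.97 ± 0.18 to 5.26 ± 0.03 (SD, n = 3 each), a log2 fold change of -1.71 (adjusted p = 0.017). Mpeg1, which encodes the pore-forming perforin-2, had a log2 fold change of -1.47 (adjusted p = 0.034). Abhd6, a lipase that hydrolyses monoacylglycerol, had a log2 fold change of -0.91 (adjusted p = 0.037). Parm1, Krt79, Scara3 and Tmem176b were also lowered, with log2 fold changes of -1.06, -0.98, -0.93 and -0.91. Scg2, which encodes the secretory granule protein secretogranin II, had the largest rise of all genes represented, from 6.77 ± 0.22 to 9.68 ± 0.19 (SD, n = 3 each). This was a 7.53-fold increase (log2 fold change 2.91, standard error 0.14, adjusted p = 0.010). Adgrd1, an adhesion G protein-coupled receptor, and Kdr, a receptor for vascular endothelial growth factor, rose by 1.67 and 1.65 on the log2 scale (adjusted p = 0.017 and 0.033). On all 78 called probe sets, the 3 siAspa arrays lay on 1 side of the 3 control arrays, which the call itself nearly requires. Among all probe sets this held for 18.4% and would hold by chance for 10%. The counts depended on the variance model, with 236 lower and 152 higher under a variance prior that follows the signal and is robust to outlying probe sets. When any 1 array was left out, 0 or 1 probe sets passed in either direction, while 1633 to 2589 per direction had an unadjusted p under 0.05 in limma. From its qPCR the paper proposes that blocking NAA catabolism predominantly represses transcription, and it cites a larger number of lowered than raised genes on these arrays for this. From the gene ontology terms of the lowered genes and its own measurement of cytoplasmic acetyl-CoA, it then proposes that a shortage of acetyl-CoA lowers histone acetylation and thereby transcription. For the histone step it reports less acetylated histone H3 on western blots. By ChIP-qPCR at Ucp1, Ppara, Cidea and Atgl it reports less H3K27ac throughout and less H3K9ac at most sites, with H3K4me1 unchanged. As an alternative the paper proposes that NAA itself could act on deacetylases. For this it cites that cytoplasmic acetyl-CoA was unchanged in iBACs treated with NAA.

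**Figure D1:**
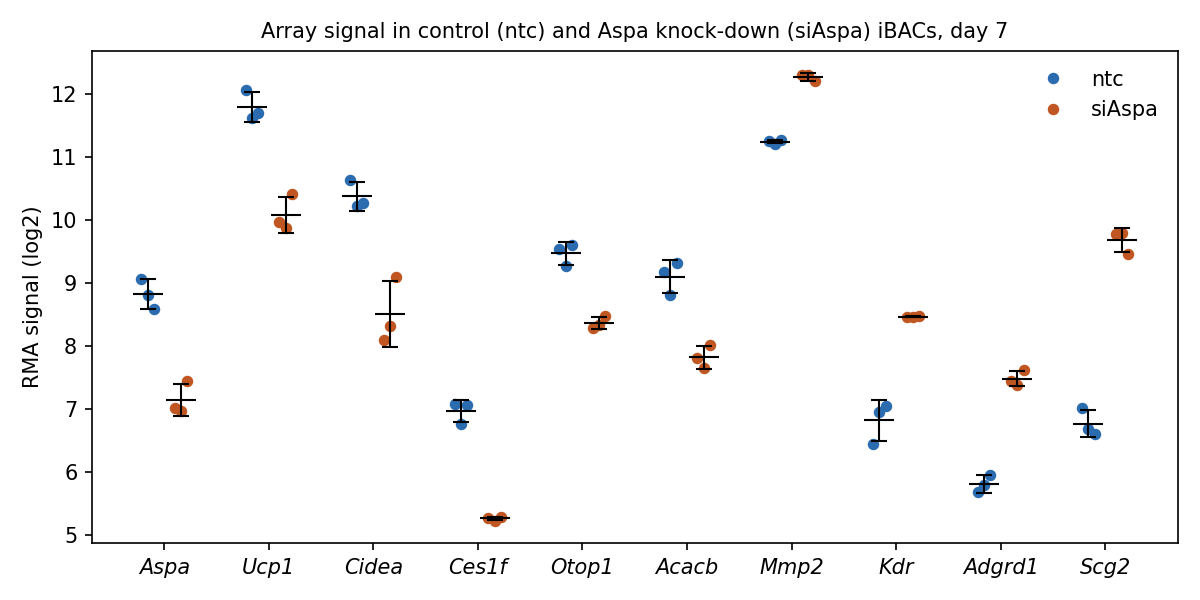
RMA signal on the log2 scale (y axis) of 10 genes (x axis) in control (ntc) and Aspa knock-down (siAspa) iBACs on day 7. Each point is 1 array, and the black bars give the mean ± SD of 3 arrays. Aspa, Ucp1, Cidea, Ces1f, Otop1 and Acacb lie lower and Mmp2, Kdr, Adgrd1 and Scg2 higher on all 3 siAspa arrays than on the control arrays, and of these genes Cidea alone missed the threshold.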

Performing DAVID functional clustering on the set of genes upregulated by Aspa knock-down only yielded extracellular matrix-related gene ontology (GO) terms as significantly enriched (Supplemental Table 1). 

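A few extracellular matrix genes, Lama2, Col8a1, Mmp2 and Fmod, were higher in Aspa knock-down cells. Of 45 measured genes of a list of collagens, glycoproteins, proteoglycans and matrix enzymes, 4 were higher, none was lower and 41 did not pass the test at an adjusted p under 0.05 from limma (14 higher and 1 lower when adjusted over the list alone). Lama2, a chain of the basement membrane protein laminin, rose from 8.69 ± 0.03 to 9.81 ± 0.18 (SD, n = 3 arrays each), a log2 fold change of 1.12 (standard error 0.11, adjusted p = 0.032). Col8a1, a short-chain collagen, rose by 1.07 (adjusted p = 0.026), and Mmp2, a gelatinase that cleaves collagen, by 1.03 on the log2 scale (adjusted p = 0.023). Fmod, a proteoglycan that binds collagen fibrils and was named after its values were seen, rose by 0.99 (adjusted p = 0.034). The abundant fibrillar collagens were not among the called genes. These 4 of the 42 raised genes compare with 0.0852 expected, so that the list was significantly enriched (Fisher's exact test, one-sided, adjusted p = 4.22e-05). As a group the list shifted upwards with a median log2 fold change of 0.17 (camera, adjusted p = 3.08e-08), and the adjusted p = 0.169 with an estimated correlation between genes. Markers of preadipocytes and fibroblasts, which also produce matrix, did not pass as a list, with a median log2 fold change of 0.04 (camera, adjusted p = 0.529). None of 14 measured genes was called, and 3 were lower and 3 higher at an unadjusted p under 0.05 from limma. Ccn5 alone was higher when adjusted over the list alone and with the robust variance prior, with a log2 fold change of 0.59 (adjusted p = 0.063 in limma). Raised genes outside the list included Bmper and Grem1, which bind bone morphogenetic proteins and rose by 1.10 and 1.08, the Wnt signalling agonist Rspo2, which rose by 1.08, and Cd80, a costimulatory surface protein, which rose by 1.33 on the log2 scale.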

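Ucp1 and Otop1 passed as lower among brown and thermogenic genes in Aspa knock-down cells, while few or no single genes passed in groups of mitochondrial and lipid genes, whose medians lay below 0. Ucp1, the proton carrier of brown fat mitochondria, went from 11.80 ± 0.24 to 10.08 ± 0.29 (SD, n = 3 arrays each), a 3.29-fold reduction (log2 fold change -1.72, standard error 0.18, adjusted p = 0.034 from limma). Cidea, a lipid droplet protein abundant in brown fat, went from 10.38 ± 0.22 to 8.50 ± 0.52 (SD, n = 3 each). Its log2 fold change of -1.87 (standard error 0.26) lay below that of Ucp1 but did not pass the test (adjusted p = 0.063), and it passed with the robust variance prior that follows the signal (adjusted p = 0.025). Otop1, a proton channel, had a log2 fold change of -1.11 (adjusted p = 0.034). Of 19 measured brown and thermogenic genes, 2 were lower, none was higher and 17 did not pass (12 lower and 1 higher when adjusted over the list alone). The list had a median log2 fold change of -0.66 (camera, adjusted p = 5.94e-13), with an adjusted p = 0.139 with an estimated correlation. All 17 measured enzymes of the tricarboxylic acid cycle had negative log2 fold changes with a median of -0.43, and none passed on its own in limma, although 16 had an unadjusted p under 0.05 (16 lower when adjusted over the list alone, and 10 with the robust prior). Dlst, a subunit of the 2-oxoglutarate dehydrogenase complex, had a log2 fold change of -0.60 (adjusted p = 0.061). The cycle as a group shifted downwards (camera, adjusted p = 2.21e-18, and adjusted p = 0.152 with an estimated correlation). Of 25 genes of fatty acid oxidation, none passed in limma, 21 were lower at an unadjusted p under 0.05, 19 were lower when adjusted over the list alone and 8 were lower with the robust prior. Their median log2 fold change was -0.36 (camera, adjusted p = 9.98e-19, and adjusted p = 0.152 with an estimated correlation). Of 66 subunits of oxidative phosphorylation, none passed in limma, 31 were lower at an unadjusted p under 0.05, 12 when adjusted over the list alone and 2 with the robust prior. Their median was -0.23 (camera, adjusted p = 2.22e-17, and adjusted p = 0.227 with an estimated correlation). Among 18 genes of fatty acid synthesis and desaturation, Acacb alone passed (11 lower when adjusted over the list alone), and the list median was -0.32 (camera, adjusted p = 5.94e-13, and adjusted p = 0.152 with an estimated correlation). Among 27 genes of triglyceride turnover and lipid droplets, Ces1f alone passed (15 lower when adjusted over the list alone), with a list median of -0.33 (camera, adjusted p = 9.71e-17, and adjusted p = 0.152 with an estimated correlation). Of 18 genes of propanoate and branched-chain amino acid breakdown, none passed in limma and 12 were lower at an unadjusted p under 0.05 and when adjusted over the list alone, 4 with the robust prior. Their median was -0.34 (camera, adjusted p = 3.21e-11, and adjusted p = 0.152 with an estimated correlation). General adipocyte differentiation markers moved in the same direction as these groups, with a median log2 fold change of -0.25 over 15 measured genes and no call in limma (9 lower at an unadjusted p under 0.05, 7 when adjusted over the list alone and 4 with the robust prior; camera, adjusted p = 2.58e-09, and adjusted p = 0.152 with an estimated correlation). No list passed with an estimated correlation, and with the preset correlation up to 14 of the 28 lists also passed when the 6 arrays were divided in other ways, each of which still sets 2 arrays of a group against 1 and so keeps part of any shift between the groups.

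**Figure D2:**
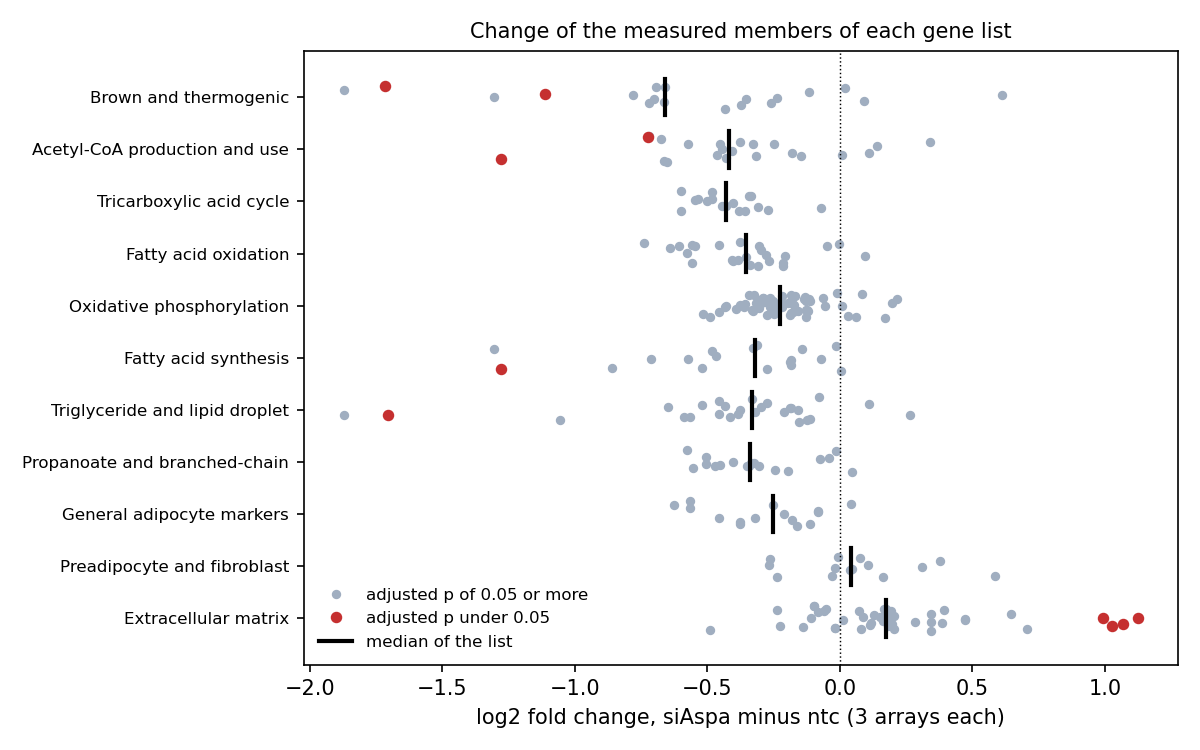
Log2 fold change of siAspa against ntc (x axis, 3 arrays each) for the measured members of 11 gene lists (y axis). Each point is 1 gene, red where its adjusted p from limma was under 0.05 and grey otherwise, and the black line is the list median. The medians run from -0.66 for brown and thermogenic genes to 0.17 for extracellular matrix genes.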

Performing the same analysis for genes downregulated by Aspa knock-down led to a significant enrichment of lipid metabolism-associated and mitochondria-related GO terms (Fig. 5a), also reflected in Ucp1 and Cidea among the highest ranking downregulated genes (Fig. 5b). 

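Acacb and Dlat were lower in Aspa knock-down cells among the genes of a list for acetyl-CoA production and use. Of 22 measured genes, 2 were lower, none was higher and 20 did not pass the test in limma (15 lower and 1 higher when adjusted over the list alone). The list also holds regulators of pyruvate dehydrogenase (Pdk1, Pdk2, Pdk3, Pdk4, Pdp1 and Pdp2) and the carriers Mpc1 and Slc25a1. Its values are therefore not those of enzymes that make or use acetyl-CoA alone. Of the regulators, Pdk2 and Pdk4 were lower and Pdp1 was higher when adjusted over the list alone. Acacb, the acetyl-CoA carboxylase that makes malonyl-CoA at the mitochondrial membrane, went from 9.10 ± 0.26 to 7.82 ± 0.18 (SD, n = 3 arrays each), a log2 fold change of -1.28 (standard error 0.16, adjusted p = 0.049). Dlat, the acetyltransferase subunit of pyruvate dehydrogenase, went from 10.17 ± 0.08 to 9.45 ± 0.08 (SD, n = 3 each), a log2 fold change of -0.72 (standard error 0.08, adjusted p = 0.041). The 2 lowered members compare with 0.0218 expected among the 22 lowered genes (Fisher's exact test, one-sided, adjusted p = 0.0029). Acacb is also among the genes of Fig. 5b, so that this result is not independent of the paper's choice. With the robust variance prior 7 members were lower. After subtraction of array medians, neither Acacb nor Dlat passed (adjusted p = 0.0509 for both). The median log2 fold change of the list was -0.42 (camera, adjusted p = 3.82e-13, and adjusted p = 0.152 with an estimated correlation). The general adipocyte markers were shifted in the same direction with the preset correlation only (adjusted p = 0.152 with an estimated correlation). ATP-citrate lyase, which makes cytoplasmic acetyl-CoA from citrate and is encoded by Acly, had a log2 fold change of -0.33 and did not pass (standard error 0.10, adjusted p = 0.287).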

Interestingly, highest ranking in this analysis is the acetyl-CoA metabolism process (GO:0006084, Fig. 5a). Most importantly, we also see a significant reduction of cytoplasmic acetyl-CoA levels (Fig. 5c) in Aspa-knock down cells when compared to controls. The acetyl moiety derived from acetyl-CoA is the sole substrate for histone acetyltransferases^15^ that are known to activate transcription by opening chromatin^37^. Hence, the observed constraint on cytoplasmic acetyl-CoA availability in Aspa knock-down cells (Fig. 5a,c) could be responsible for the transcriptional repression via changes in histone acetylation patterns. To substantiate this link, we performed western blot analysis on histone preparations from Aspa knock-down and control cells. We measured significantly reduced acetylation of histone H3 in Aspa knock-down cells (Fig. 5d,e for quantification). Acetylation of specific histone lysine residues has been shown to impact transcriptional regulation of nearby loci, with lysine-9 and lysine-27 acetylation as the best described marks for transcriptional activation^38^. To get more detailed insight, we performed chromatin immunoprecipitation with antibodies against specific histone modifications, followed by qPCR targeting promoters/enhancers of genes with significantly decreased expression after either Aspa knock-down and/or NAA treatment (Fig. 4b,d). We used antibodies against three histone modifications that are known to mark transcriptional active loci (H3K9ac, H3K27ac, H3K4me1). Interrogating enhancer or promoter regions of Ucp1, Ppara, Cidea, and Atgl, we see a strong reduction in the enrichment at all regions for H3K27ac and at most regions for H3K9ac (Fig. 5f) in Aspa knock-down cells. This is in agreement with the reduced gene expression levels shown in Fig. 4b,d. On the other hand, enrichment in an unregulated control locus (Ins) was not changed. Furthermore, single methylation status of H3K4 stays unchanged (Fig. 5f). H3K4me1 is a mark for transcriptional activation^39^ expected to be independent of the availability of acetyl moieties. Hence, we provide strong evidence for a connection of NAA catabolism and transcriptional regulation via modification of acetylation of activating histone marks in brown adipocytes.

## Discussion

In this study we present evidence for a central role of the metabolite N-acetylaspartate (NAA) in brown adipocyte biology and present a new pathway for the production of cytoplasmic acetyl-CoA. After our previous finding that constitutive overexpression of the NAA producing enzyme Asp-NAT (encoded by Nat8l) enhances the brown adipogenic phenotype^25^, the aim of this study was to functionally characterize the NAA pathway downstream of Asp-NAT.

The NAA pathway is well characterized in brain^40^ but only scarcely described in peripheral tissues^22^,^23^,^24^,^25^. Here, we show robust expression of Aspa in mature brown adipocytes and in murine brown adipose tissue. This is also true for other constituents of the NAA pathway (Nat8l^25^, Acss2 (Fig. 4b)). Therefore, the entire pathway (Fig. 6) seems to function in a cell autonomous manner in brown adipocytes. This is surprising considering that in brain the NAA pathway is separated between two cell types. While Asp-NAT synthesizes NAA predominantly in neurons, Aspa catabolizes NAA-mainly in oligodendrocytes^12^. There, Aspa has been reported as a nucleo-cytoplasmic protein^41^, while we find specific cytoplasmic localization in brown adipocytes (cultured and *in vivo*). Further, we detect an accumulation of intracellular NAA upon Aspa knock-down, suggesting a rate-limiting role for Aspa in NAA breakdown in brown adipocytes. This is in accordance with increased NAA levels found in brain of patients with deleterious mutations in the human ASPA gene (Canavan disease)^42^.

One rather surprising outcome is the predominant transcriptional repression upon Aspa knock-down. Mechanistically, we envision the following scenario that could explain this transcriptional repression (Fig. 6): In brown adipocytes, Aspa seems to be essential for funnelling NAA into the cytoplasmic acetyl-CoA pool as we find that Aspa knock-down results in intracellular NAA accumulation and reduced cytoplasmic acetyl-CoA levels. Acetyl-CoA is the sole donor for histone and protein acetylation by lysine acetyltransferases^43^. Therefore, the diminished cytoplasmic acetyl-CoA concentration likely leads to the reduced histone acetylation that we measured for histone H3 and for locus-specific lysine residues (H3K9 and H3K27). The latter histone modifications are known to regulate transcriptional activation^38^,^44^. H3 and H3K9 acetylation have also been associated with Canavan disease in mouse brain white matter^45^ and rat oligodendrocytes^46^, respectively. Our results are also comparable to Wellen and colleagues^47^ who showed that reduced expression of the acetyl-CoA producing enzyme ATP-citrate lyase (Acly) results in an impairment of histone acetylation in several mammalian cell systems. Further, Wellen *et al.* proposed that Acss2 could provide an additional source of acetyl-CoA for histone acetylation reactions^47^. This pathway of acetyl-CoA supply for protein acetylation has also been discussed for NAA-derived acetate in the brain, where Aspa and Acss2 have been found to colocalize^40^. In a recent study, Acss2-derived acetate was shown necessary for Hif-2a acetylation for hypoxia-induced erythropoiesis^48^. Similarly, in brown adipocytes acetylation states of a number of proteins could be dependent on Aspa activity and on the flux through the NAA pathway in general^40^,^49^.

Thus our data corroborate our model (Fig. 6), stating that the NAA pathway acts in parallel to Acly for cytoplasmic acetyl-CoA production, ultimately impacting on histone acetylation and gene transcription. However, we note that in addition to Aspa knock-down, supplementation with exogenous NAA leads to a similar reduction in expression of brown marker and NAA pathway genes. The common denominator in these experimental settings is the increase in intracellular NAA levels. Therefore, an alternative explanation could be that NAA itself directly impacts the activity of (histone) deacetylases resulting in reduced histone acetylation and diminished gene expression. In favour of this hypothesis, we measure unchanged cytoplasmic acetyl-CoA levels in NAA treated iBACs (Fig. S1).

In comparison to our former study^25^, where Nat8l overexpression leads to an increased brown phenotype, it is surprising that treatment with exogenous NAA elicits the opposite outcome. However, while Nat8l overexpression increases Aspa expression^25^ and activity (our unpublished data), NAA treatment reduces Aspa expression. These data argues for a key role of Aspa as NAA flux valve to ultimately determine the phenotype of brown adipocytes.

We did not detect any expression of known brain NAA transporters^12^ in brown adipocytes, but we see a massive increase of intracellular NAA levels when NAA is supplemented to culture medium at a concentration of 10 mM, which corresponds to the physiological concentration measured in brain^12^. This suggests that one or more unknown NAA transporters exist in brown adipocytes. However, we measure a robust expression of two out of three known brain NAA transporters in the small intestine, more specifically in duodenum and ileum (Fig. S2). This supports the observation that NAA is absorbed from dietary sources^30^. Considering the presence of NAA in a number of foods^29^ and the observed effects of NAA on brown adipocytes, it is of great interest to identify BAT-specific NAA transporters.

It has been shown that NAA does not cross the blood brain barrier from the peripheral blood stream to the brain^31^,^32^. However, available data propose that NAA is secreted from the brain because increased NAA levels in urine and plasma of patients with Canavan disease (CD) correlate with high NAA levels in their brains^50^. Until recently, the NAA pathway was chiefly described in brain. Our data clearly revealed that this pathway is highly abundant in brown and white adipocytes and liver, thus the high NAA concentrations found in urine of CD patients might also result from NAA secretion from adipose and other tissues. Interestingly, a number of publications showed that concentrations of urinary NAA as well as the expression levels of Nat8l and Aspa are changed in obesity and/or diabetes^24^,^25^,^26^,^27^,^28^. While we and others showed decreased Nat8l expression^25^ and urinary NAA excretion in ob/ob mice^26^,^28^, aging diabetic rats and diabetic humans have increased urinary NAA concentration^28^. Although the available data are partly inconsistent and need further scrutiny, it argues for a role of the NAA metabolism in obesity and diabetes.

Atgl-mediated lipolysis is essential for the maintenance of functional BAT^35^ by producing ligands for Ppara and Ppard^33^. In our study, we consistently find decreased FFA release independent of the method used to increase intracellular NAA. This could suggest that decreased lipolysis is the primary factor causing the reduced brown phenotype. However, we also see consistent with downregulation of Atgl, decreased triglyceride hydrolase activity in Aspa knock-down cells (Fig. S3), and reduced acetylated histone marks in the Atgl promoter. Together, this suggests that the broad transcriptional repression, rather than reduced lipolysis, is the primary event causing the diminished brown phenotype.

Intense research on BAT biology during the last decade has substantially increased the knowledge about factors influencing BAT recruitment and function. Expansion and activation of BAT as well as “browning” of white adipose depots are promising anti-obesity strategies nowadays^2^,^11^. Here, we show that the NAA pathway and the NAA-catabolizing enzyme Aspa are important to regulate lipolysis and energy homeostasis in brown adipocytes. Hence, modulating the NAA pathway in adipose tissue could be an intriguing approach to influence browning, especially because constituents of the NAA pathway are also robustly expressed in white adipose depots (Nat8l^25^, Aspa (Fig. 2a), Acss2 (biogps.org)).

In accordance with our previous study^25^, we provide further evidence for the existence and biological importance of the NAA pathway in peripheral tissues. Mechanistically, we show that reduced catabolism of NAA after Aspaknock-down leads to significantly reduced cytoplasmic acetyl-CoA levels thereby decreasing histone acetylation and the brown adipocyte phenotype. Our results establish the NAA pathway as working in parallel to the Acly pathway to provide cytoplasmic acetyl-CoA from mitochondrial metabolites. Taken together, these results render the NAA pathway a potential target to develop therapeutic interventions in obesity research.

## Methods

### Cell culture experiments

Immortalized brown adipogenic cells^51^ (iBACs, kind gift of Patrick Seale) were maintained in 4.5 g/l glucose DMEM containing 10% FBS, 50 μg/ml streptomycin, 50 units/ml penicillin/streptomycin, and 20 mM Hepes (all Invitrogen) at 37 °C and 5% CO_2_. For differentiation, medium of confluent cells was supplemented with 0.5 mM 3-isobutyl-1-methylxanthine (IBMX) (Calbiochem), 0.5 μM dexamethasone, 20 nM insulin, 1 nM triiodthyronine, and 125 μM indomethacin (all Sigma). Two days after induction, medium was changed to maintenance medium containing 20 nM insulin and 1 nM T3 and cells were kept in this medium until harvest. For NAA treatments cells were differentiated in presence or absence of indicated concentrations (1, 5, or 10 mM for experiments in Fig. 1b–d, otherwise 10 mM). The pH of media was neutralized after addition of NAA powder (Sigma). For stable knock-down of Aspa, lentiviral shRNA particles and a non-targeting control construct were obtained from Sigma (CSTVRS-TRCN0000098802). Infections of pre-confluent cells (MOI 5) were followed by G418 (1.5 μg/μl, Roth) for seven days selection. Oil red O staining, glycerol and FFA release were performed as described earlier^25^,^52^,^53^. Extracellular FFA was measured after 4 hours pre-incubation in growth medium without FBS containing 2% FFA-free BSA (PAA). Triglyceride hydrolase activity assay was performed as described elsewhere^54^. Primary brown adipocytes were isolated and cultivated as described elsewhere^55^. Briefly, fat depots were digested in DMEM (4.5 g/l glucose) containing 1.5 U/ml collagenase D and 2.4 U/ml dispase II (Roche) for 30 min at 37 °C. Primary cells were filtered through a 100 μm cell strainer and centrifuged at 500 × g for 10 min. Stromal vascular fraction pellets were rinsed and plated on 0.1% gelatine-coated plates.

### Aspa activity assay

Differentiated iBACs (day 7–8 of differentiation) were harvested in homogenization buffer (PBS pH 8.5, 1 mM DTT, 10% glycerol) and sonicated 3× for 5 s. Cell homogenates were centrifuged for 10 min/10000 × g/4 °C and supernatants were collected. An equal amount of 2× reaction buffer (dH_2_O pH 8.5, TrisHCl 100 mM, NaCl 100 mM, CaCl_2_ 5 mM, DTT 0.2 mM, IGEPAL CA-630 (1%, Sigma) 0.5%, N-acetylaspartic acid (Sigma) 40 mM) was added to the samples and a defined volume per sample was collected to provide the same background matrix for the aspartate standard curve. The background matrix was heated at 95 °C for 10 min and subsequently centrifuged for 3 min/16000 × g/4 °C. The background supernatant was collected and all samples and background sample were incubated for 18 h/38 °C/350 rpm in a thermomixer. After incubation, all samples were inactivated at 95 °C for 10 min and subsequently centrifuged for 3 min/16000 × g/4 °C. Supernatants were used for analyzing released aspartate content using the aspartate assay kit (BioVision).

### LC-MS/MS measurement of NAA in iBACs

Cells were washed twice with cold PBS, scraped in 1 ml pre-chilled MeOH, and transferred to 2 ml tubes. Cells were lysed by adding glass beads (~100 μl) and rotating vigorously for 10 min at 4 °C. Proteins were precipitated by incubating 10 min on ice. After centrifugation the clear supernatant was evaporated using speedvac. Samples were analyzed on an ABSCIEX 4000 QTRAP in MRM mode with an Agilent 1100 series capillary LC system. 1 μl of sample was injected onto a polyhydroxyethyl A (PolyLC Inc) capillary HILIC column. Solvent A was 10 mM ammonium acetate in H_2_O, solvent B was 10 mM ammonium acetate in 90% acetonitrile (all Sigma). At a constant flow rate of 10 μl/min, a 7 min linear gradient was employed. The 4000 QTRAP mass spectrometer was equipped with a heated ESI source set to 250 °C, negative polarity, −3500 V. NAA transitions monitored were 174.1 −> 88.0 (CE −20 V) and 174.1 −> 130.0 (CE −15 V). The employed software was Analyst v1.6.1.

## HPLC/HRMS

Cells (cultivated in 6-well plates) were washed once with 10 mM ammonium acetate buffer and washing solution was thoroughly removed. For total metabolomics analysis, plates were stored at −80 °C until extraction. For plate extraction, 110 μl of internal standard mix (Mix of 990 μl ^13^C_2_-acetyl-CoA (120 μM stock in water, Sigma) + 10 μl ^13^C_6_-NAA (10mM stock in water, Sigma)) were added per sample. Extraction procedure was performed according to Ritter *et al.*^56^. Two ml of 75% boiling ethanol were added to each sample immediately after the plate was placed in a water bath (90 °C) and incubated for 2 min. Cooled samples were collected and centrifuged for 10 min/17000 × g at room temperature. Samples were dried using a nitrogen evaporator.

To yield cytosolic metabolites, cells were harvested in 1 ml ice cold 10 mM ammonium acetate buffer (including 1× protease inhibitor cocktail) and 110 μl of internal standard mix (see above) was added per sample. Cells were homogenized by grinding (1 ml douncer, Wheaton, 50 strokes) and centrifuged for 30 min/16000 × g/4 °C. Supernatant was collected and proteins were precipitated overnight using acetone (1/5, sample/acetone, vol/vol). After centrifugation for 20 min/12000 × g/4 °C cytosolic fraction was collected, lyophilized and stored at −80 °C until measurement. Protein content of the pellet was used for normalization.

All samples were resuspended in 100 μl of MilliQ water and centrifuged again. Eight calibration standards containing the same amount of internal standards were prepared. Highest concentration of NAA (80 μM) and acetyl-CoA (72 μM) in water were consecutively diluted in a serial 1:3 dilution.

A Dionex Ultimate 3000 HPLC setup, equipped with an Atlantis T3 C18 analytical column (Waters), was used for compound separation prior to high resolution mass spectrometric detection with an Exactive^TM^ Orbitrap (Thermo Scientific). A reversed-phase ion-pairing HPLC method was used for metabolite separation^57^. A 40 min gradient was applied and 2-propanol and an aqueous phase (5% methanol (*v*/*v*), 10 mM tributylamine, 15 mM acetic acid, pH 4.95) were used as eluents. The injection volume was 10 μl per sample and calibration standard. Negative ionization of metabolites was carried out via heated electrospray ionization prior to mass spectrometric analysis. For the untargeted online detection of analytes, a full scan of all masses between 70 and 1100 m/z with a resolution (R) of 50000 (at *m*/*z* 200) was used.

LC/MS-data acquisition was conducted with Xcalibur software (vers. 2.2 SP1, Thermo Fisher Scientific (Waltham)). Targeted compound analysis for NAA, ^13^C_6_-NAA, acetyl-CoA, and ^13^C_2_-acetyl-CoA were carried out with TraceFinder^TM^ software (version 3.1, Thermo Fisher Scientific (Waltham)). Absolute concentrations were calculated from the peak area ratio of compound and internal standard by a linear calibration function.

### Mouse experiments

Animal procedures were approved by the Austrian Ministry for Science and Research and the experiments were carried out in accordance with the approved guidelines. Male wild-type C57Bl/6J mice (Jackson Laboratories) were kept on regular chow diet in a 12 hours light/dark cycle. Before harvesting the tissue pads of 24–26 weeks old mice they were fasted for 12 hours, followed by re-feeding for 1 hour and then sacrificed. Indicated tissues were dissected, flash frozen in liquid N_2_, and stored at −80 °C until total RNA extraction. For cold exposure experiments C57Bl/6J mice (age 9 months) on chow diet were challenged by cold exposure (4–8 °C) for a period 9 consecutive days. Rectal body temperature was monitored every 30 minutes within the first 12 hours of cold challenge, followed by control measurements every 6–12 hours.

### Western blot analysis

Cell fractionation^25^ and western blot analysis^53^ was performed as described previously. Briefly, 4–12% Novex Bis-Tris gel (Life Technologies) was used with 70 μg protein per lane, followed by blotting to nitrocellulose membrane (PALL). Histones from d7 iBACs were acid extracted according to^58^ and histone pellet of one 10cm petri dish was resuspended in SDS lysis buffer. Antibodies used: α-Aspa (ab112530, Abcam), α-Ucp1 (662045, Millipore), α-β-actin (A5316, Sigma), α-panH3ac (39139, Active Motif), α-totalH3 (4499, Cell signaling). Detection was performed using ECL prime substrate from GE Healthcare. Before reprobing, blots were stripped with Restore WB stripping buffer (Pierce) for 20 min.

### qPCR analyses

Total RNA from cells was isolated using the PeqGOLD total RNA isolation kit (Peqlab). Tissue RNA was isolated with TRIzol reagent (Life Technologies). cDNA was generated using Qiagen QuantiTect RT kit. mRNA expression was assessed using SYBR green real-time PCR on a ABI 7000 instrument as described^53^. Primers used are listed in Supplemental Table 2. Expression values were normalized to 36b4 expression and calculated with an in-house tool^59^ employing the AnalyzerMiner algorithm^60^.

### Mitochondrial respiration measurement

Mature iBACs treated or not with 10 mM NAA were detached with 0.25% trypsin and plated in XF96 polystyrene cell culture microplates (Seahorse Bioscience) at a density of 70000 cells/well. After overnight incubation, cells were washed and incubated for 40 min in unbuffered XF assay medium supplemented with 5.5 mM d-glucose and 1 mM sodium pyruvate at 37 °C in a non-CO_2_ environment. Basal oxygen consumption rate (OCR) was measured using an XF96 extracellular flux analyzer (Seahorse Bioscience), normalized to cell number and calculated as pmol O_2_/min × 7*10^5^ cells.

For Aspa knock-down and ntc control iBACs respiration rate measurement was performed using a Clark electrode (Strathkelvin Instruments). Fully differentiated cells were detached using a cell scraper and subsequently transferred into the MT200A measurement chamber containing 0.3 ml of 100% air saturated respiration buffer (2% BSA, 0.45% D-Glucose, 6 mg pyruvate −545 μl of a 100 mM stock). Oxygen consumption rates were normalized to cell number and calculated as μg O_2_/min/10^6 ^cells.

### Electron microscopy

High pressure freezing with a Leica EM HPM 100 and freeze substitution: cells were grown and differentiated for 7 days on carbon coated sapphire discs. Discs were loaded and frozen using 2000 bar under liquid nitrogen conditions within milliseconds followed by freeze substitution in acetone by adding 2% osmium tetroxide (OsO_4_) and 0.2% UAc (best cryopreservation was obtained with 2% OsO_4_) and 0.2% UAc. The intracellular water was replaced by substitution media. After substitution, the samples were embedded in epoxy resin^61^. Diameters of more than 800 lipid droplets were measured from each Aspa knock-down and control electron micrographs. Mitochondria were measured from 3 replicates (total 99 electron micrographs) and related to total picture area.

### Microarray experiments and functional annotation

Total RNA was isolated with PeqGOLD total RNA isolation kit (Peqlab) according to manufacturer’s recommendations yielding a RIN of 9.5–10 as determined by Agilent 2100 Bioanalyzer. Two-hundred ng of total RNA were prepared for Affymetrix hybridizations on Mouse Gene 2.0 ST Array. Raw array data were normalized using RMA method implemented in CarmaWeb (https://carmaweb.genome.tugraz.at/carma/). Data was deposited in NCBI gene expression omnibus (GEO) with the accession number GSE46495. For DAVID functional annotation, Ensembl Gene IDs of differentially regulated gene lists were submitted to the DAVID website^62^. GO_FAT terms and KEGG pathways were considered significantly enriched if the Benjamini-Hochberg corrected p-value was <0.05. Heatmap was generated with Genesis^63^.

### Chromatin immunoprecipitation (ChIP)

Mature iBACs were cross-linked adding 1% formaldehyde to the medium and shake-incubate for 15 min at RT. Cross-linking was stopped by the addition of 0.125 M glycine for 5 min. Cells were harvested in ice-cold PBS, washed, centrifuged, and flash frozen. The pellet from one 10 cm petri dish was resuspended in 1.5 ml cell lysis buffer (20 mM HEPES/NaOH pH 7.5, 0.25 M Sucrose, 3 mM MgCl2, 0.2% NP-40, 3 mM 2-mercaptoethanol, 1 mM PMSF, protease inhibitor cocktail) and nuclei were extracted by douncing and brief sonication. Pellet was washed twice with cell lysis buffer to remove lipids. Nuclei were lysed in 380 μl ice-cold nuclei lysis buffer (50 mM HEPES/NaOH pH 7.5, 1% SDS, 10 mM EDTA, 1 mM PMSF, protease inhibitor cocktail) by 10 min incubation on ice. Chromatin/DNA mixture was then subjected to ten 20 s bursts using an HD2070 sonicator (Bandlin) at 40% output. Fragmented DNA was checked on an agarose gel to range between 200–800 bp. Fragmented material was mixed 1:10 with IP dilution buffer (50 mM HEPES/NaOH pH 7.5, 155 mM NaCl, 1.1% Triton X-100, 0.11% Na-deoxycholate, 1mM PMSF, protease inhibitor cocktail) and IP was done using precleared Protein G DynaBeads magnetic beads (Life Technologies). Each 5 μg of the following antibodies was used: α-H3K9ac (06–942, Millipore), α-H3K27ac (ab4729, Abcam), α-H3K4me1 (ab8895, Abcam), α-IgG (sc-2027, Santa Cruz). IP material was washed (50 mM Tris, 0.15 M NaCl, 5 mM EDTA, 0.5% NP-40, 1% Triton X-100) six times and eluted in 200 μl buffer (0.1 M NaHCO3, 1% SDS). Immunoprecipitated chromatin and input chromatin were reverse cross-linked and column purified. DNA was subjected to SYBR green qPCR analysis. Measurements were normalized to an 18S rRNA upstream region and related to input measurements to obtain relative enrichment values. Primers used are listed in Supplemental Table 2.

### Statistical analyses

All experiments were performed in triplicates (three different passages) unless indicated otherwise. Bar graph data are shown as means ± SEM. Significant differences between two groups were assessed by two-tailed, unpaired student’s t-test. For ChIP-qPCR experiments a one-sample t-test was used. Significance computation for microarray comparison of control and Aspa knock-down samples was done using a moderate t-test followed by multiple-testing correction (Benjamini-Hochberg). Corrected p-values <0.05 were considered differentially expressed. Also, for DAVID analyses GO terms and KEGG pathways were considered as significantly enriched with Benjamini-Hochberg’s corrected p-value of <0.05.

## Additional Information

**Accession Codes:** The microarray data was deposited in NCBI gene expression omnibus (GEO) with the accession number GSE46495.

**How to cite this article**: Prokesch, A. *et al.* N-acetylaspartate catabolism determines cytosolic acetyl-CoA levels and histone acetylation in brown adipocytes. *Sci. Rep.* **6**, 23723; doi: 10.1038/srep23723 (2016).

## Supplementary Material

Supplementary Figures

Supplementary Table S1

## Figures and Tables

**Figure 1:**
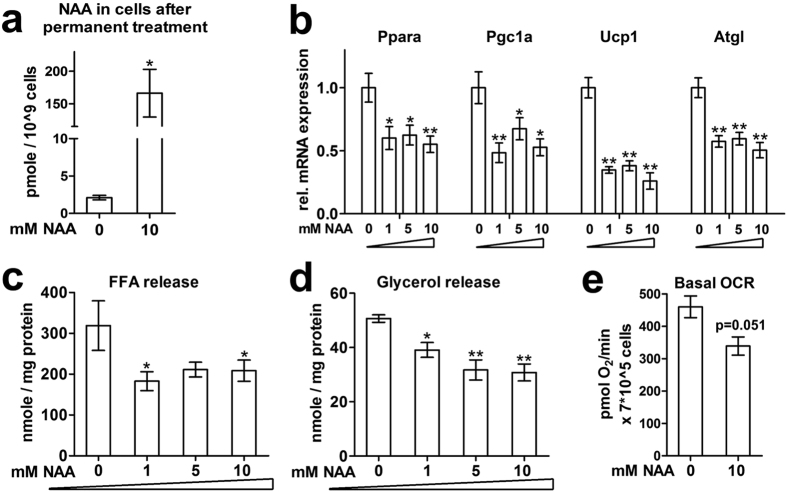
Long-term NAA treatment reduces brown adipocyte phenotype. (**a**) Immortalized brown adipocyte cells (iBACs) were differentiated for seven days with or without 10 mM NAA supplementation to the medium. Cells were washed, harvested, and prepared for LC-MS/MS to specifically detect NAA (174/88). (**b–d**) NAA was supplemented to the medium in varying concentrations throughout differentiation of iBACs. Measurements were performed on day 7 (n = 3). (**b**) mRNA levels of brown marker genes. (**c**) Free fatty acid (FFA) release into medium. (**d**) Glycerol release into medium. (**e**) Basal oxygen consumption rate measured with a Seahorse XF96 extracellular flux analyzer in d7 iBACs with or without NAA (n = 3). Student’s t-test compared to 0 mM NAA: *p < 0.05; **p < 0.01.

**Figure 2:**
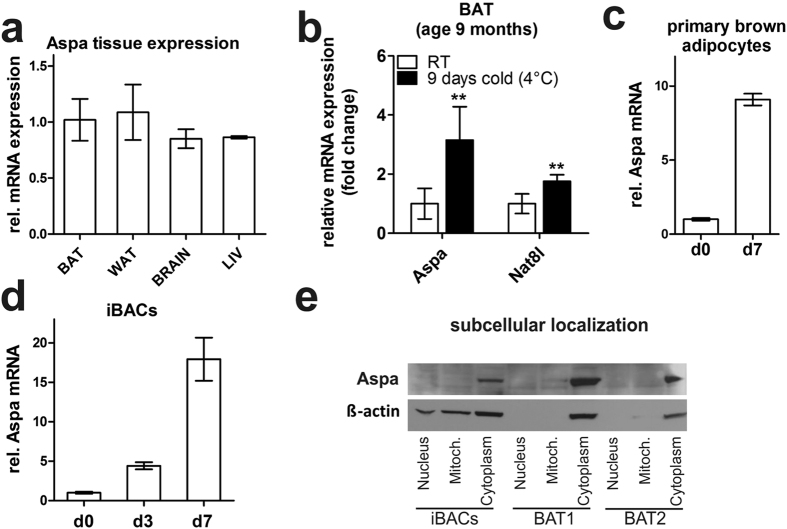
Aspa is expressed in brown adipose tissue and located to the cytoplasm in brown adipocytes. (**a**) Aspa tissue expression in 8–10 -week old, male, ad libitum-fed C57Bl/6 mice (n = 3). (**b**) Male C57Bl/6J mice (age 9 months) on chow diet were challenged by cold exposure (4–8 °C) for a period 9 consecutive days. (**c,d**) *In vitro* Aspa expression during differentiation of primary brown adipocytes (n = 2, (**c**)) and iBACs (n = 3, (**d**)). (**e**) Western blot after fractionation of mature iBACs and BAT from 8–10 weeks old, male, ad libitum-fed C57Bl/6 mice. Beta-actin serves as cytoplasmic control protein.

**Figure 3:**
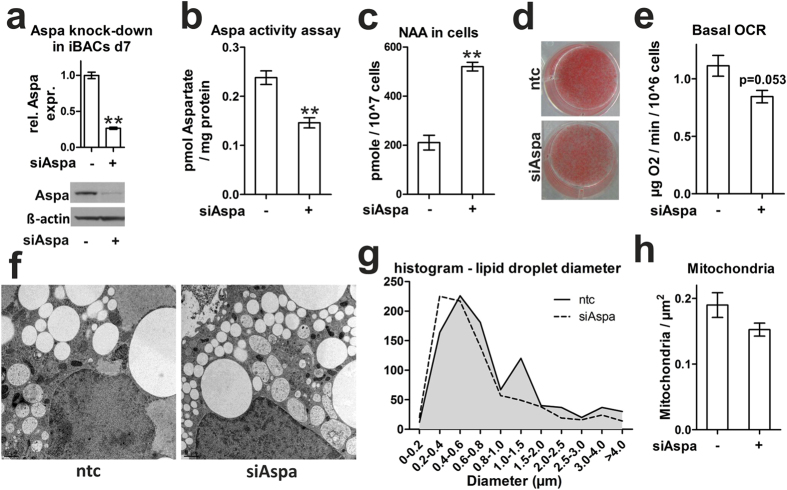
Knock-down of Aspa elevates intracellular NAA and changes ultrastructural features. (**a–h**) Aspa knock-down in iBACs. Undifferentiated iBACs were incubated with supernatant containing lentiviral Aspa shRNA (siAspa) or non-targeting control (ntc) followed by antibiotic selection. Subsequently stably silenced cells were differentiated for seven days and harvested. Student’s t-test (n = 3) compared to ntc: *p < 0.05; **p < 0.01. (**a**) Aspa mRNA levels with qPCR and immunoblot for Aspa protein levels. (**b**) Aspa activity assay was measured via fluorometric detection of aspartate. (**c**) Intracellular NAA concentrations measured using LC-MS/MS. (**d**) Oil red O staining of mature iBACs to visualize neutral lipids. (**e**) Basal oxygen consumption measured with a Clark electrode. (**f**) Electron micrographs of differentiated iBACs. Scale bar is 1 μm. (**g**) Diameters of more than 800 lipid droplets were analyzed from all siAspa and ntc electron micrographs. (**h**) Mitochondria were counted from 99 electron micrographs derived from three replicates and related to the area.

**Figure 4:**
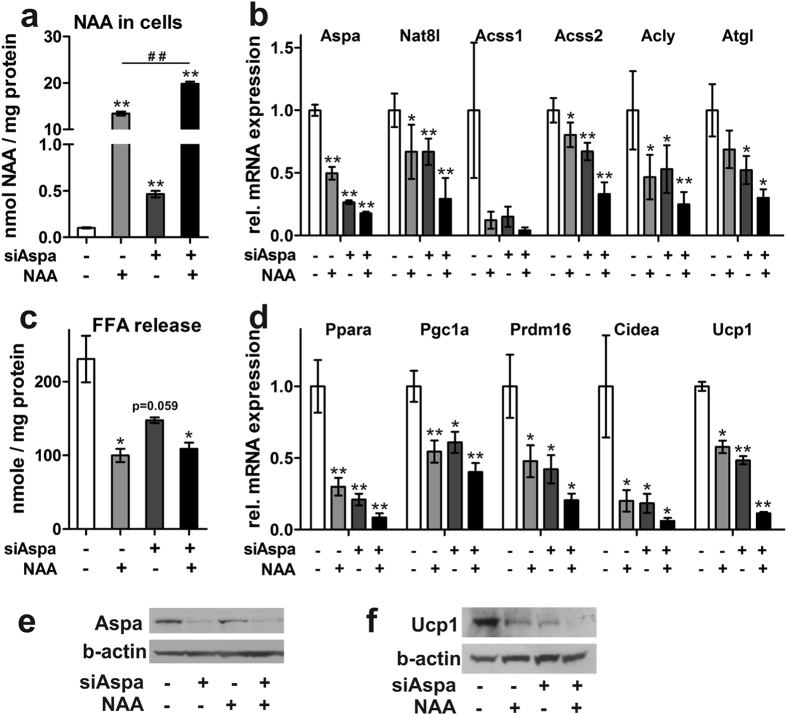
Aspa knock-down and elevated intracellular NAA levels reduce the brown phenotype in an additive manner. (**a–f**) iBACs with stable knock-down of Aspa or control cells were treated with 10 mM NAA throughout seven days of differentiation (n = 3). Normal differentiated cells served as a control. Student’s t-test (n = 3) compared to ntc: *p < 0.05; **p < 0.01; ***p > 0.001. (**a**) Metabolites were extracted by boiling cell lysates in ethanol after addition of internal standard mix and analysed with HPLC/HRMS. (**b**) mRNA levels of NAA pathway genes, mitochondrial acetyl-coA synthetase 1 (Acss1), cytoplasmic Acss2, ATP-citrate lyase (Acly), and adipose triglyceride lipase (Atgl). (**c**) Free fatty acid release into cell culture medium. (**d**) mRNA levels of brown marker genes. (**e,f**) Aspa and Ucp1 protein levels measured by immunoblot. Beta-actin serves as loading control.

**Figure 5:**
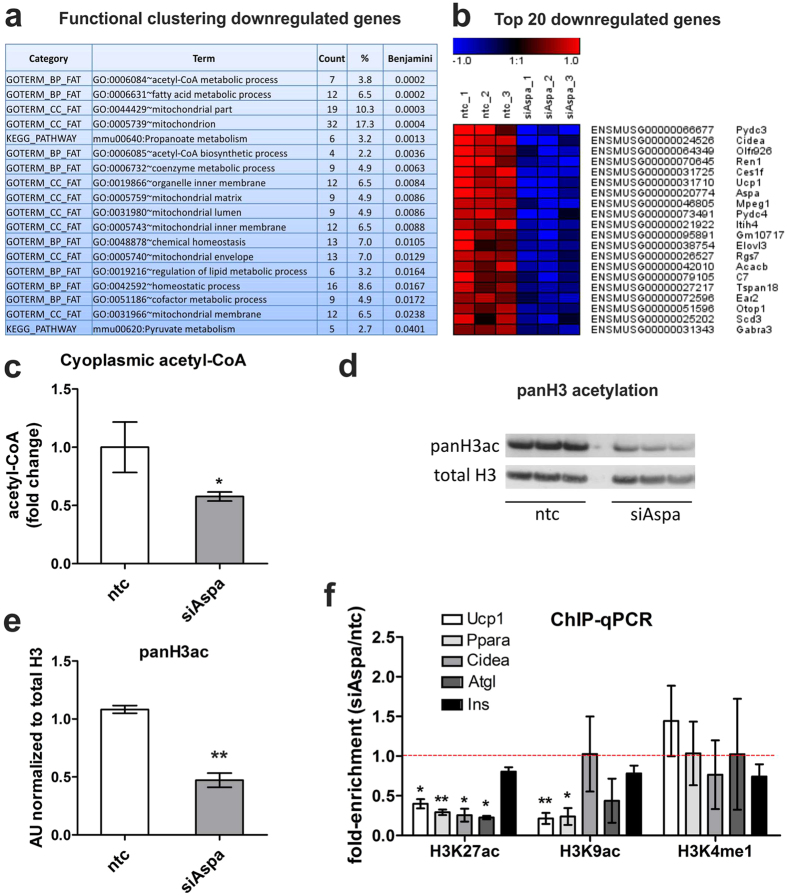
Aspa knock-down leads to global transcriptional repression, reduced cytoplasmic acetyl-CoA and histone acetylation. (**a–e**) Differentiated iBACs with stable knock-down of Aspa (siAspa) or non-targeting control cells (ntc) were used for Affymetrix microarray analysis, histone isolation, and ChIP-qPCR (each n = 3). (**a**) Two hundred and fifty genes downregulated by Aspa knock-down were submitted to DAVID functional annotation using GO terms and KEGG pathways. Count shows the number of mapped genes and Benjamini-Hochberg’s correction was used for adjusting p-value for multiple testing. (**b**) Top 20 genes significantly downregulated by Aspa knock-down. Ucp1 and Cidea are among the strongest repressed genes. (**c**) Acetyl-CoA measured with HPLC/HRMS in cytoplasmic fractions. Student’s t-test; *p < 0.05 (n = 3). (**d**) Western blot of histone preparations using an antibody against global histone H3 acetylation. Total histone H3 antibody serves as loading control. (**e**) Densitometric quantification of immunoblot. Student’s t-test; **p < 0.01. (**f**) ChIP-qPCR fold-enrichment of Aspa knock-down vs. control cells in promoters/enhancers of transcriptionally repressed genes. Histone acetylation was assessed on H3K27 and H3K9 using acetylation-specific antibodies for immunoprecipitation. Insulin (Ins) serves as non-regulated control region. The acetylation-independent activating histone mark H3K4me1 is not significantly changed. One-sample t-test; *p < 0.05; **p < 0.01.

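Of the 20 genes shown in Fig. 5b, 17 were represented by a probe set with a single gene symbol, and 9 of them were lower at an adjusted p under 0.05 from limma. By the paper's account the study chose these genes on arrays of this comparison, so that their count is not independent evidence of the direction (16 were lower when adjusted over the list alone). Ifi208, shown in Fig. 5b under its older symbol Pydc3, is an interferon-inducible gene of the HIN-200 family and had the lowest log2 fold change of all genes represented. Its signal was 7.86 ± 0.36 in control cells and 5.92 ± 0.16 in Aspa knock-down cells (SD, n = 3 arrays each), a log2 fold change of -1.95 (standard error 0.19, adjusted p = 0.033). Itih4, an inter-alpha-trypsin inhibitor heavy chain, and Gabra3, a GABA receptor subunit, had log2 fold changes of -1.43 (adjusted p = 0.026) and -1.09 (adjusted p = 0.033). Tspan18, a tetraspanin, Rgs7, a regulator of G protein signalling, and Ifi213, shown as Pydc4, did not pass, with log2 fold changes of -1.13, -0.96 and -1.37 (adjusted p = 0.057, 0.075 and 0.077). The fatty acid elongase gene Elovl3, a brown fat marker, had a log2 fold change of -1.31 with a wide spread in control cells, where the arrays read 8.95, 7.63 and 7.81 (adjusted p = 0.198). C7, a complement component, and Scd3, a stearoyl-CoA desaturase, had log2 fold changes of -1.16 (adjusted p = 0.122) and -0.86 (adjusted p = 0.217). On 16 of the 17 probe sets every siAspa array lay below every control array. The exception was the olfactory receptor gene Olfr926, whose signal of 2.78 ± 0.15 (SD, n = 3) in control cells was near the bottom of the array range and whose log2 fold change was -0.01 (adjusted p = 0.974). With the robust variance prior that follows the signal, 13 of the 17 genes passed.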

**Figure 6:**
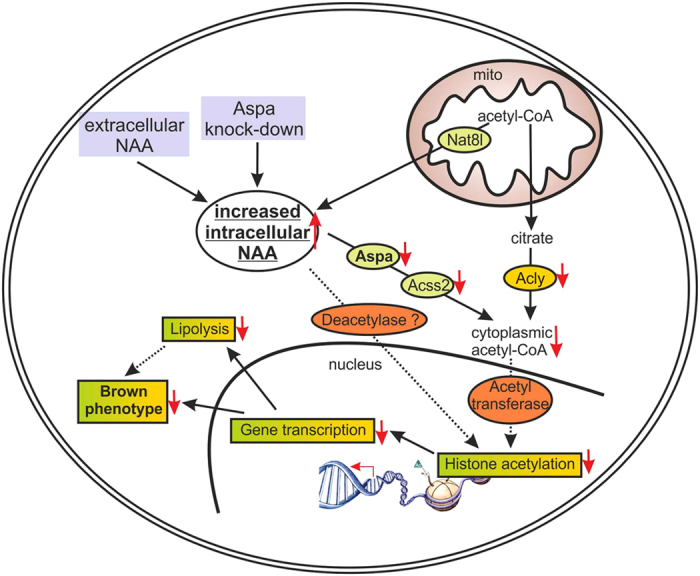
Working model. Working model for NAA pathway impacting on gene transcription via modulation of acetyl-CoA pool and of histone acetylation in brown adipocytes (see text in “Discussion”).

# Supplementary material for: N-acetylaspartate catabolism determines cytosolic acetyl-CoA levels and histone acetylation in brown adipocytes
**Source:** Sci Rep. 2016 Apr 5;6:23723. doi: 10.1038/srep23723
**Supplement:** Supplementary Figures

N-acetylaspartate catabolism determines cytosolic acetyl-CoA levels and histone acetylation in brown adipocytes

Prokesch A., Pelzmann H.J., Pessentheiner A.R., Huber K., Madreiter-Sokolowski C.T., Drougard A., Schittmayer M., Kolb D., Magnes C., Trausinger G., Graier W.F., Birner-Grünberger R., Pospisilik J.A., and Bogner-Strauss J.G.

Supplementary material:

Table S1

Genes upregulated by Aspa knock-down were submitted to DAVID functional annotation^{1,2} using GO terms and KEGG pathways. 

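The table is the output of DAVID, which compares how often a term is attached to the submitted genes with how often it is attached to a background of genes, and groups terms that share many genes into clusters. Each line gives a gene ontology term, the number of submitted genes that carry it, and the probability of such a number by chance before and after correction for the number of terms. The genes are listed there by Ensembl identifier, some lines being shortened, and were not paired with array symbols here. The extracellular matrix genes described beside the arrays therefore come from a list of collagens, glycoproteins, proteoglycans and matrix enzymes that was set without this table.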

Count shows the number of mapped genes and Benjamini-Hochberg's correction was used for adjusting p-value for multiple testing.

Table S2

Primers used for qPCR analyses.

Name	Assay	Fw Sequence	Rev Sequence
Aspa	qPCR	CCATATGAAGTGAGAAGGGCTC	CCTCAAGAATAAGAGTGCAACC
Ppara	qPCR	CCTGAACATCGAGTGTCTGAATATG	GCGAATTGCATTGTGTGACATC
Prdm16	qPCR	TCCACAGCACGGTGAAGCCA	ATCTGCGTCCTGCAGTCGGC
Ucp1	qPCR	ACACCTGCCTCTCTCGGAAA	TAGGCTGCCCAATGAACACT
Nat8l	qPCR	TGTGCATCCGCGAGTTCCGT	GCGGAAAGCCGTGTTGGGGA
Pgc1a	qPCR	TCTCTGGAAGTGCAGGCCTAAC	TCAGCTTTGGCGAAGCCTT
ATGL	qPCR	GTCCTTCACCATCCGCTTGTT	CTCTTGGCCCTCATCACCAG
Cidea	qPCR	TGACATTCATGGGATTGCAGAC	GGCCAGTTGTGATGACTAAGAC
Acss1	qPCR	GACACACTAGTTTGGGACACTC	CCCAGATCAAAGCTATGGTCTC
Acss2	qPCR	CTGAGTGGATGAAAGGAGCAAC	CAGGAGTTCACGGTATGTGATC
Acly	qPCR	AGGAAGTGCCACCTCCAACAGT	CGCTCATCACAGATGCTGGTCA
Slc13a1	qPCR	AACCATTGGTGGGCTGACAA	AGTTGAGGCAGCGACAATCA
Slc13a2	qPCR	ACCATGGTGATCTTGCTGCTA	CCTTCCCCAAAGCCAAAGTTC
36b4	qPCR norm.	CAACCCAGCTCTGGAGAAAC	CCAACAGCATATCCCGAATC
Ucp1	ChIP-qPCR	TTTGCATGGATTCCCTCCCC	CCCCCTTCCCATGCATCTAC
Ppara	ChIP-qPCR	AGGGTGACTCTGCCCCAATA	CAGAGTGCCCCCAAAGACAT
Cidea	ChIP-qPCR	CGATGACCCCGAAGAAGGAG	CGCAAGCTACAAGGTCTGGA
Atgl	ChIP-qPCR	TTTGGGGGCTTTAGCCTGAG	TGTCTCCTCCTTCTCCAGGG
Ins	ChIP-qPCR	CTTCAGCCCAGTTGACCAAT	AGGGAGGAGGAAAGCAGAAC

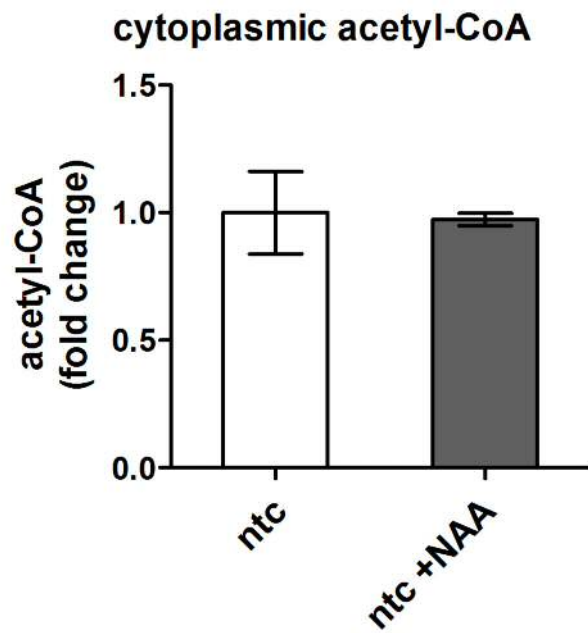

Fig S1

Cytoplasmic acetyl-CoA is not changed in iBACs permanently treated with NAA. iBACs were differentiated in the absence or presence of 10 mM NAA in the differentiation media. Cytoplasmic acetyl-CoA was measured as described in methods (n=6).

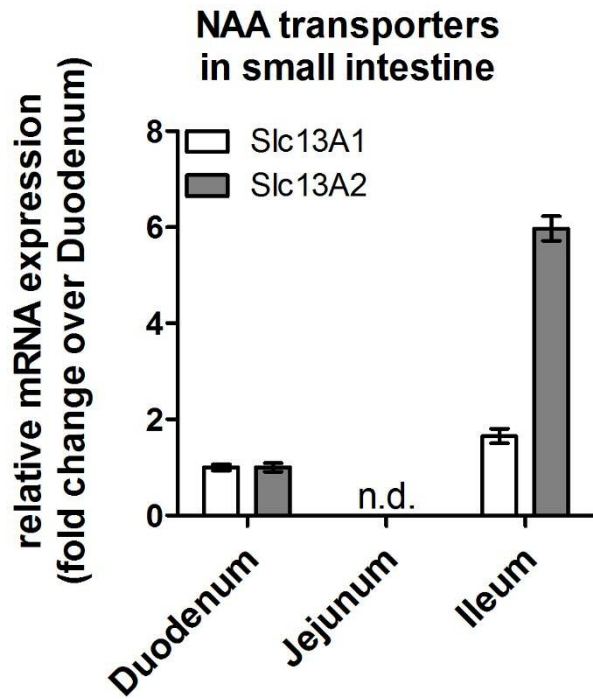

Fig S2

NAA transporters are expressed in the small intestine. Duodenum, jejunum, and ileum of 20-24 week old C57Bl/6 mice (fed state) were harvested and mRNA levels of proposed NAA transporters Slc13A1 and Slc13A2 were measured using qPCR. Expression values were normalized to 18S rRNA. All data are presented as fold change over duodenum (n=3).

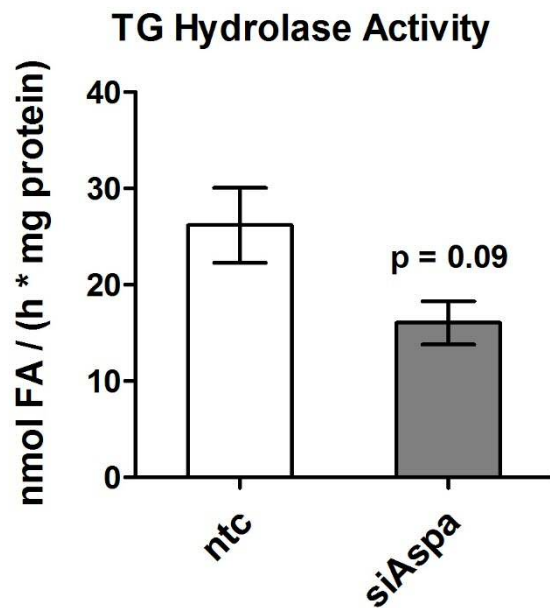

Fig S3

Triglyceride hydrolase activity is reduced upon Aspa knock-down in iBACs. Stably silenced cells were differentiated for seven days and triglyceride hydrolase activity assay was performed as we described elsewhere³ (n=3). Student's t-test compared to ntc.

Supplemental Reference List

1. Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* **4**, 44–57 (2008).
2. Huang, D. W., Sherman, B. T. & Lempicki, R. A. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res.* **37**, 1–13 (2009).
3. Zimmermann, R. *et al.* Fat mobilization in adipose tissue is promoted by adipose triglyceride lipase. *Science* **306**, 1383–1386 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

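Gene expression was measured on 6 Affymetrix Mouse Gene 2.0 ST arrays, 3 from differentiated control iBACs (ntc) and 3 from iBACs with a stable knock-down of Aspa (siAspa), all on day 7 of differentiation. The deposited values are log2 signals that the authors obtained from the scanner intensities by RMA, which corrects the background, equalizes the distributions between arrays by quantiles and summarizes the probes of a set. The paper names CarmaWeb as the software for this step, and the submitters' processing notes name RMA. The version and the probe set definition were not given in the sources used here. No array was pooled with another, and no further normalization was applied for the main results.

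The value table holds 41345 probe sets. The platform annotation pairs 23521 of them with a single gene, 1814 with several genes and 16010 with none. Gene symbols were updated through the gene identifiers of a RefSeq table of the mouse assembly GRCm38.p6, which held 23328 of the single-gene probe sets. That table also gave the order of genes along the chromosomes by their start positions, which was used in the closing section only. Of all probe sets, 1395 hold the same 6 values as another probe set, among them 2 of the called ones. For statements about genes and gene lists, the probe set with the highest mean signal stood for a gene, which left 22180 genes.

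All fits used limma 3.58.1 in R 4.3.3. Probe sets were compared between siAspa and ntc with lmFit and eBayes, without a block or weights, after the paper's methods. The p-values were two-sided and adjusted by Benjamini-Hochberg over all rows, with a threshold of 0.05. An exact permutation test of 3 arrays against 3 cannot go below 0.1, so that none was used for single genes. Lists of genes for 28 pathways, cell types and complexes were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and lists with at least 5 measured genes were tested with Fisher's exact test, one-sided, among the genes called lower and the genes called higher. Values were adjusted by Benjamini-Hochberg over the lists, and in Fisher's test over lists and directions. The lists, the tests and the main alternatives were fixed before the data were examined, except that the HIN-200 list was drawn up after Fig. 5b had been seen. The list of the genes of Fig. 5b is the study's own choice from its arrays. Other lists share genes with it, among them those of brown and thermogenic genes (Ucp1, Cidea, Otop1 and Elovl3), acetyl-CoA (Acacb) and triglyceride turnover (Ces1f). Their results are not independent of that choice. The paper cites another series number for its arrays than the one under which these were deposited, and the 6 arrays were matched to the paper by cell line, knock-down, day and platform.

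Genes are named by a rule fixed at the same time. It takes up to 15 lowered and 15 raised genes with the largest log2 fold change among those that passed the test with a single symbol and no overlap between the groups, every gene the paper names for these cells, and up to 4 members of each list. A gene chosen by the part on the largest changes stands with the probe set that passed. The part of the rule on the extracellular matrix genes of Table S1 was not applied, because the identifiers there were not paired with symbols here.

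The alternatives were a replicate block, a fit of probe sets above the median signal only, and an additional threshold of 1.5-fold. A variance prior that follows the signal and is robust to outlying probe sets (called the robust prior) was another. The rest were subtraction of array medians, a repeated quantile normalization, a fit of single-gene rows only, array weights, and leaving out each array in turn. Other thresholds were added after the data had been seen. The same fit was tested on simulated data made from the means and variances of the 41345 real probe sets of this comparison, with 50 probe sets changed at each fold. It recovered 14% of those changed 1.5-fold, 46% of those changed 2-fold, 88% of those changed 3-fold and 94% of those changed 4-fold, and called 5 unchanged probe sets. On simulated lists of 20 genes each, shifted by 0.3 with independent genes, camera called 20 of 20 shifted lists and 0 of 20 others with the preset and with the estimated correlation. The simulation does not test the preset on correlated genes. In the real data the estimated correlation was 0.47 for the tricarboxylic acid cycle and 0.49 for oxidative phosphorylation.

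The number of arrays limits the precision. The values carry no detection call, so that no probe set was called absent, and fold changes of dim probe sets are compressed by background signal. No genome sequence was used.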

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

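Each result here comes from genes or gene lists that the paper does not discuss and that passed a test between Aspa knock-down and control cells. Which of the lists would be tested was set before the data were examined, while the limit of at least 3-fold for single genes was chosen afterwards.

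Scg2, Adgrd1 and Kdr are the genes outside those the paper names that passed in limma with at least a 3-fold difference, and all are higher in siAspa. The genes of Fig. 5b, shown there as lowered, were left out by this rule. Among them Ifi208, Ucp1, Ces1f and Aspa passed with at least a 3-fold reduction, so that the direction of the flagged genes follows in part from the rule. The log2 fold changes of Scg2, Adgrd1 and Kdr are 2.91, 1.67 and 1.65, and every one of the 3 siAspa arrays lies above the 3 control arrays. Kdr was the only called gene among 8 measured endothelial markers, whose list median was 0.11 (camera, adjusted p = 0.245).

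Interferon-stimulated genes were lower as a list, with a median log2 fold change of -0.16 over 21 measured genes (camera, adjusted p = 0.000104, and adjusted p = 0.319 with an estimated correlation). None passed on its own in limma, 7 were lower and 1 was higher at an unadjusted p under 0.05, and Rsad2 had a log2 fold change of -0.62 (adjusted p = 0.061). The HIN-200 family had a median of -0.26 over 8 genes (camera, adjusted p = 0.0046, and adjusted p = 0.193 with an estimated correlation), with Ifi208 alone called. This list was chosen because Fig. 5b shows members of it, so that it is not independent.

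White adipocyte markers were lower by camera (adjusted p = 0.036, and adjusted p = 0.173 with an estimated correlation) with a list median of -0.05 over 10 genes. Hoxc8 was the only call, at a log2 fold change of -0.70 (adjusted p = 0.037). The call of this list ended without ntc replicate 2, ntc replicate 3 or siAspa replicate 2 (adjusted p = 0.065, 0.137 and 0.075), and also with the replicate block (0.0589), among bright probe sets (0.0654) and with array weights (0.0520). Smooth muscle markers had a median of -0.11 over 9 genes (camera, adjusted p = 0.019, and adjusted p = 0.193 with an estimated correlation), no gene passed in limma, and 4 were lower at an unadjusted p under 0.05. Without ntc replicate 2 or siAspa replicate 3 this list no longer passed (adjusted p = 0.082 and 0.053).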

How the results depend on the processing

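The count of called probe sets depended strongly on the processing, while the direction of nearly all named genes did not. The replicate block, the robust prior and the fits of fewer rows leave the log2 fold change of a kept row unchanged. Where the groups do not overlap, leaving out 1 array cannot change the sign. The constant direction was thus largely fixed in advance and is no evidence of its own. Against 30 lower and 48 higher, the counts were 394 and 253 among probe sets above the median signal and 236 and 152 with the robust variance prior. They were 329 and 251 when only single-gene rows entered the fit. All 30 and 48 were shared with the calls of the robust prior. For the filter and for the single-gene rows the model was fitted anew on the rows kept. The variance prior was thus estimated again and fewer rows were adjusted, and the shares of these were not separated. For the robust prior the cause was not tested. With the replicate number as a block, limma called 0 and 0 (2504 and 1983 at an unadjusted p under 0.05). Whether arrays with the same number share a passage is not known here. The deviations of arrays with the same number correlated at 0.00238, 0.0196 and 0.00257. Control replicates 2 and 3 correlated best with their own number, while control replicate 1 correlated better with siAspa replicate 3 (0.0109). Values this small cannot decide whether the numbers pair the arrays. Without 1 of the 6 arrays, 0 to 1 were lower and 0 to 1 higher in limma (1960 to 2589 lower and 1633 to 2193 higher at an unadjusted p under 0.05), which goes with fewer arrays. Subtracting array medians (27 and 48), repeated quantile normalization (29 and 48), array weights (45 and 55) and an added 1.5-fold limit (30 and 48) kept the counts within 1.5 times. Thresholds chosen after seeing the data gave 165 and 117 at an adjusted p under 0.10, 487 and 225 at an unadjusted p under 0.05 with at least 1.5-fold, and 446 and 215 when only rows of at least 1.5-fold were adjusted.

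With an estimated correlation the camera results no longer passed, at an adjusted p = 0.139 for brown and thermogenic genes, 0.152 for acetyl-CoA, the tricarboxylic acid cycle, fatty acid oxidation, fatty acid synthesis, triglyceride turnover and propanoate breakdown, 0.227 for oxidative phosphorylation and 0.169 for the extracellular matrix. These lists passed under all other alternatives. Without Aspa, chosen after seeing the data, the NAA pathway list passed with the preset correlation and not with an estimated one (adjusted p = 0.16), with 0 of 4 genes called. Among the named genes, the sign changed for Olfr926 after repeated quantile normalization (0.0080) and with array weights (0.0149), and over the arrays left out its log2 fold change ran from -0.0908 to 0.0558. That of Slc13a5 ran from -0.1254 to 0.0031. The lists of macrophage markers and NAA transporters changed direction without 1 array, at adjusted p-values from 0.411 to 0.993 and from 0.688 to 0.852. None of these was called. Of the named genes, 15 more passed with the robust prior and 19 more with only bright or only single-gene probe sets. Dim signals such as those of Olfr926 and Slc13a1 cannot be told from background.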

Differences from the paper's values

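The paper reports 252 lowered and 158 raised genes after Benjamini-Hochberg correction, and 30 lowered and 48 raised probe sets were found here at the corrected p under 0.05 that its methods state. The rows over which the paper corrected are not stated there, so that its counts and those over all rows here may not be like for like. No fold limit is stated there either, but the sheet of its supplementary table on raised genes is named 1.5xup. A 1.5-fold limit added to the corrected p, set before the data were examined, left 30 and 48 as well. Among the alternatives set before the data were examined, the robust variance prior gave 236 lowered and 152 raised probe sets, both within 1.5 times of the paper's values, and single-gene rows gave 329 lowered, within 1.5 times, and 251 raised, which is not. Probe sets above the median signal (394 and 253), the replicate block (0 and 0), subtraction of array medians (27 and 48), repeated quantile normalization (29 and 48), array weights (45 and 55), the added 1.5-fold limit (30 and 48) and each array left out (0 or 1) lay outside for both. Of the thresholds chosen after seeing the values, an adjusted p under 0.10 gave 165 and 117 and did not call 4 of the 17 measured genes of Fig. 5b, an unadjusted p under 0.05 with at least 1.5-fold gave 487 and 225 and did not call 1 of them, and adjustment over rows of at least 1.5-fold gave 446 and 215 and did not call 1 of them. In these 3 the raised count was within 1.5 times of the paper's and the lowered count was not.

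The paper states that more genes were lowered than raised. Here fewer were lowered than raised, 30 against 48, while the robust prior (236 against 152), the bright probe sets (394 against 253) and the single-gene rows (329 against 251) gave more lowered than raised.

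Fig. 5b shows 20 genes as significantly lowered. All 17 measured here had a negative log2 fold change, and 9 passed. Cidea, which the paper names among them, missed the threshold (adjusted p = 0.063) and passed with the robust prior (0.025), among bright probe sets (0.017), among single-gene rows (0.00729) and with array weights (0.049), with a range of 0.00729 to 0.251 over all alternatives. Ifi213, Rgs7 and Tspan18 passed with the robust prior (0.036, 0.031 and 0.020), and C7 among bright probe sets (0.040) and single-gene rows (0.027). Elovl3 and Scd3 passed under none of the alternatives set before the data were examined. Olfr926 had a log2 fold change of -0.01 at a signal of 2.78 in control cells.

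Fig. 5a lists mitochondria-related terms among the enriched ones. The paper tested a longer set of lowered genes against gene ontology terms, so that the lists here are not the same measure. In Fisher's exact test none of the 22 lowered genes belonged to the lists of the tricarboxylic acid cycle, oxidative phosphorylation, fatty acid oxidation or propanoate breakdown. Only 0.0169, 0.0655, 0.0248 and 0.0179 were expected by chance, so that a count of 0 decides nothing. Brown and thermogenic genes (adjusted p = 0.0029) and acetyl-CoA genes (adjusted p = 0.0029) were enriched. Each result rests on 2 called genes, Ucp1 and Otop1 in the first list and Acacb and Dlat in the second. Ucp1, Otop1 and Acacb are also shown in Fig. 5b, so that these results are not independent of the study's choice from its arrays. Among bright genes, 11 of 17 tricarboxylic acid cycle genes (adjusted p = 1.76e-13) and 10 of 25 fatty acid oxidation genes (adjusted p = 8.95e-10) were lowered, and 6 of 18 propanoate breakdown genes (adjusted p = 1.05e-05), while oxidative phosphorylation was not enriched, with 3 of 65 (adjusted p = 0.508).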

Other observations

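Of 5 measured genes of a list for the NAA pathway, Aspa alone passed in limma, and all 5 were lower when adjusted over the list alone. The list holds Aspa, Nat8l, Acss1, Acss2 and Acly, of which the paper places Acly in a route parallel to the NAA pathway, so that the list values are not those of the pathway alone. Nat8l, which encodes the enzyme that makes NAA, had a log2 fold change of -0.31 (adjusted p = 0.241), and the acetyl-CoA synthetase genes Acss1 and Acss2 had -0.72 (adjusted p = 0.102) and -0.65 (adjusted p = 0.118). The list median was -0.65 (camera, adjusted p = 4.00e-08, and adjusted p = 0.152 with an estimated correlation), but the list holds the gene that was knocked down. Without Aspa, an alternative chosen after seeing the data, the median of the other 4 genes was -0.49 (camera, adjusted p = 8.15e-06, and adjusted p = 0.16 with an estimated correlation). Of the genes measured by qPCR in Fig. 4, Ppara had a log2 fold change of -0.78 (adjusted p = 0.091), the triglyceride lipase gene Pnpla2 (Atgl) -0.59 (adjusted p = 0.077), Ppargc1a (Pgc1a) -0.36 (adjusted p = 0.168) and Prdm16 -0.37 (adjusted p = 0.269). For each of these 7 genes the siAspa arrays lay below the control arrays on the probe set used. The groups overlapped on a dimmer probe set of Acss1 and on one of Prdm16 (log2 fold changes of -0.22 and -0.05). Ppara and Pnpla2 passed with the robust prior (adjusted p = 0.042 and 0.022). The paper reports that Slc13a1, Slc13a2 and Slc13a3 were not detectable in iBACs. Slc13a2 had no probe set with a single symbol. The signals of Slc13a1, Slc13a3 and Slc13a5 in control cells were 4.20, 5.74 and 5.08, beside array medians of 5.78 to 5.85. Slc13a3 read 5.49, 5.67 and 6.07 on the control arrays and 5.92 on average in siAspa. The medians are no detection threshold, so that these values do not decide whether the transporters are detectable. None of these genes was called (0 at an unadjusted p under 0.05 in limma).

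Enzymes that add or remove histone acetyl groups passed neither singly nor as a list. Of 28 measured acetyltransferases, deacetylases and sirtuins none was called in limma (2 lower and 2 higher at an unadjusted p under 0.05), and the median log2 fold change was 0.07 (camera, adjusted p = 0.319). No shift was called either for aspartate metabolism, with a median of 0.01 over 10 genes (adjusted p = 0.731), or for NAA transporters, with a median of -0.08 (adjusted p = 0.731). Mitochondrial DNA maintenance had a median of 0.04 over 12 genes (adjusted p = 0.590), glycolysis 0.02 over 13 (0.137), cholesterol synthesis -0.06 over 15 (0.103), the cell cycle 0.08 over 19 (0.090), the stress response 0.10 over 14 (0.523), skeletal muscle markers -0.04 over 14 (0.222) and macrophage markers 0.03 over 15 (0.793), where Mpeg1 was the only call. Cholesterol synthesis passed without ntc replicate 2 (0.0139) and without siAspa replicate 1 (0.0379), glycolysis without ntc replicate 2 (0.0139), and skeletal muscle markers without siAspa replicate 1 (0.0379).

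The tests in the following paragraphs were chosen after the results they bear on had been seen. Scg2, the most strongly raised gene, is flanked by Kcne4 and Ap1s3 in the order of measured genes, and both were also raised, by 0.97 (adjusted p = 0.026) and 1.43 (adjusted p = 0.032) on the log2 scale. The next genes on either side, Mogat1 and Wdfy1, had log2 fold changes of -0.08 and 0.00. Kcne4, Mogat1 and Wdfy1 were named after their values were seen. The hypothesis tested was that genes called in the same direction lie next to each other more often than chance. There were 2 such neighbouring pairs among the 64 called genes, both at this place, and these had prompted the test. Away from Scg2 there were 0, where random placements gave 0.0862 on average, so that the number of pairs decides nothing. A change local to this stretch of the genome in the knock-down cells and a response of these genes to the loss of Aspa cannot be told apart here.

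Brown and thermogenic genes had lower log2 fold changes than general adipocyte differentiation markers, with means of -0.59 over 19 genes and -0.29 over 15. Less adipocyte differentiation overall in the siAspa cultures may contribute to both. On every siAspa array the brown list's mean minus that of the general list (at most -2.09) lay below that of every control array (at least -1.84). On these arrays the brown list thus changed by -0.30 relative to the general list. A permutation test of genes between the lists gave a two-sided p = 0.073 (100000 resamples). The brown list holds Cidea, Ucp1, Elovl3 and Otop1, with log2 fold changes of -1.87, -1.72, -1.31 and -1.11. These genes are also shown in Fig. 5b, which the study chose as lowered on arrays of this comparison. The gap and the separation of the arrays are therefore not independent of that choice, and the comparison was not made without these genes. Of the 15 general markers, 14 had negative log2 fold changes, with Slc2a4 the lowest at -0.63 (adjusted p = 0.102 from limma). Fabp4 and Adipoq, named after their values were seen, had log2 fold changes of -0.11 and -0.08 without passing. The paper reports similar triglyceride accumulation in both cultures. Less differentiation need not lower both lists by the same amount, and so it cannot be told apart here from a direct effect of the knock-down on brown genes.

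The 6 arrays can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 30 lowered and 48 raised probe sets, and the highest of the others gave 0 and 0. For gene lists that passed camera with the preset correlation, the real split gave 16 of 28 and the highest of the others 14. Each of the others sets 2 arrays of a group against 1, and so keeps part of any real shift and does not stand for the absence of one.

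The order of the probe sets by p changes the balance of directions. Of the 78 probe sets with the smallest p, 30 were lower, and of the first 388, 233 were lower. With the robust prior these counts were 33 and 236. The knock-down of Aspa was weakest on the array of siAspa replicate 3, where its signal was 7.44 against 7.02 and 6.97, and Ucp1 (10.41 against 9.96 and 9.87) and Cidea (9.09 against 8.09 and 8.33) were highest there as well. Of the 48 raised probe sets, 28 were nearest to the control level on that array, against 37.8% of all probe sets. Of the 29 lowered probe sets other than that of Aspa, 12 were nearest to the control level there and 13 on that of siAspa replicate 1, against 33.1% of all probe sets for replicate 1.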
